# Glucocorticoid Receptor–Tethered Mineralocorticoid Receptors Increase Glucocorticoid-Induced Transcriptional Responses

**DOI:** 10.1210/en.2018-00819

**Published:** 2019-03-11

**Authors:** Caroline A Rivers, Mark F Rogers, Felicity E Stubbs, Becky L Conway-Campbell, Stafford L Lightman, John R Pooley

## Abstract

Mineralocorticoid and glucocorticoid receptors (MRs and GRs) constitute a functionally important dual receptor system detecting and transmitting circulating corticosteroid signals. High expression of MRs and GRs occurs in the same cells in the limbic system, the primary site of glucocorticoid action on cognition, behavior, and mood; however, modes of interaction between the receptors are poorly characterized. We used chromatin immunoprecipitation with nucleotide resolution using exonuclease digestion, unique barcode, and single ligation (ChIP-nexus) for high-resolution genome-wide characterization of MR and GR DNA binding profiles in neuroblastoma cells and demonstrate recruitment to highly similar DNA binding sites. Expressed MR or GR showed differential regulation of endogenous gene targets, including *Syt2* and *Ddc*, whereas coexpression produced augmented transcriptional responses even when MRs were unable to bind DNA (MR-XDBD). ChIP confirmed that MR-XDBD could be tethered to chromatin by GR. Our data demonstrate that MR can interact at individual genomic DNA sites in multiple modes and suggest a role for MR in increasing the transcriptional response to glucocorticoids.

Adrenal glucocorticoid hormones regulate a diverse range of physiological processes, including the stress response, immune function, and metabolic regulation, as well as adaptive behavioral and cognitive processes. Cortisol/corticosterone (CORT) are the predominant forms of glucocorticoid in humans and rodents, respectively. In addition to acute surges of CORT released during classical stress responses, circulating glucocorticoids fluctuate in basal nonstressed conditions during each 24-hour period. High CORT levels circulate during the active phase of the day, with significantly lower levels in the inactive phase establishing a characteristic circadian profile. Underlying this circadian profile is an ultradian profile with approximately hourly pulses of endogenous glucocorticoid detected in rat and human peripheral blood (1, 2), dialysates of subcutaneous extracellular fluid (3), and dialysates of extracellular fluid from discrete brain regions, including the hippocampus, of experimental rats (4).

The effects of CORT are mediated by two highly homologous receptors, the type I high-affinity mineralocorticoid receptor (MR) and the type II low-affinity glucocorticoid receptor (GR) (5). Glucocorticoid hormones are lipophilic and so can readily pass through the plasma membrane of target cells to bind to MRs and GRs, which act via genomic and rapid nongenomic mechanisms. Genomic effects are mediated by activated cytoplasmic receptors that translocate into the nucleus to precisely regulate patterns of gene transcription by integrating ligand activation with other signals, including DNA binding sequences, posttranslational modifications, and the presence of specific transcriptional regulatory factors (6). The biological complexity is further increased by the different affinities of the two receptors for the endogenous ligand CORT and the dynamic fluctuations of CORT levels. MR has near maximal occupancy with the very low CORT levels of the circadian nadir and remains maximally activated throughout the interpulse interval (7). In contrast, GR requires higher CORT levels associated with stress or the circadian peak (8) such that ultradian CORT pulses induce fluctuations in GR activity and DNA binding (9, 10), closely tracking the rise and fall of ligand concentration. Furthermore, MR and GR differ in body and brain expression patterns, with GR widely expressed throughout the brain and MR expression reportedly more restricted. Notably MR and GR are both highly coexpressed in limbic regions such as the hippocampus, amygdala, and some cortical areas (11, 12). Therefore, dynamic fluctuations in available ligand combined with differing receptor affinities and regional expression profiles provide a system with a complex array of potential outcomes.

GRs and MRs contain a 94% identical (13) highly conserved DNA binding domain that includes a proximal box (P-box) domain bearing three amino acid residues that directly contact the major groove of the DNA binding sequence and determine hormone response element specificity. GRs associate with specific genomic sites in multiple ways by directly binding to DNA as monomers or dimers or indirectly by tethering to specific genomic loci via interactions with other transcriptional regulatory factors such as AP-1 or nuclear factor *κ*B (6). MRs can recognize canonical palindromic GR binding sequences to which receptor dimers bind in head-to-head fashion. Specific binding sites have been identified for MRs and GRs in rat hippocampus (14), with overlapping hippocampal binding sites reported to range from 20% of total GR binding sites (475 out of 1925) (14) to 77% (10 out of 13) GR binding sites tested (15), although these studies cannot conclusively say that MR and GR binding occurs in the same cell types.

Therefore, we used chromatin immunoprecipitation with nucleotide resolution using exonuclease digestion, unique barcode, and single ligation (ChIP-nexus) methodology, chosen for its ability to achieve high-resolution ChIP sequencing (ChIP-seq) data (16) and discriminate close binding events, to compare MR and GR binding sites in the same cell type during a CORT pulse when both MR and GR are maximally activated. ChIP-nexus is one of several recently introduced improvements to ChIP-seq methodology that incorporate the use of *λ*-exonuclease digestion of captured DNA fragments 5′ to 3′ toward the cross-linked proteins to improve resolution of protein binding regions. On finding that GR and MR binding regions were highly similar, we demonstrated GR–MR tethering capable of increasing the dynamic range of GR-mediated transcriptional responses and revealing new insights into the modes of interaction between GRs and MRs.

## Materials and Methods

### Cell culture and reagents

Authenticated Neuro 2A (N2A) mouse neuroblast cells from the European Collection of Authenticated Cell Cultures [RRID: CVCL_0470 (17)] were purchased (January 2015) from Sigma-Aldrich (St. Louis, MO) and cultured up to passage 20, during which they showed consistent characteristic neuronal morphology and, upon differentiation stimulus (18), were capable of producing neurite projections (last tested September 2018). Cells were maintained in DMEM (Thermo Fisher Scientific, Waltham, MA) supplemented with 7.5% (v/v) fetal bovine serum (Gibco, Thermo Fisher Scientific), 0.3 mM cysteine-HCl, 0.4 mM l-alanine, 0.45 mM asparagine, 0.4 mM l-aspartic acid, 0.4 mM l-proline (Sigma-Aldrich), and 0.4 mM l-glutamate (Thermo Fisher Scientific) (18). After two washes with Dulbecco’s PBS (Thermo Fisher Scientific) cells were seeded in CSS media [DMEM with 7.5% (v/v) charcoal-stripped fetal bovine serum and the other supplements listed above] at 6 million per 15-cm plate for ChIP experiments and 0.25 million per well in six-well plates for RNA expression analysis. Cells were transfected ∼18 hours after seeding, treated with vehicle (ethanol, final concentration 0.01%) or 100 nM CORT (Sigma-Aldrich) 24 to 26 hours later, and, where appropriate, CORT was washed off by replacing the media twice with CSS-containing media.

### Plasmid constructs and transient transfections

ChIP-nexus experiments were performed with pC1-EGFP-rGR (gift from Gordon Hager, National Cancer Institute) (19) and pC1-mCherry-rMR (subcloned from pC1-EGFP-rMR, gift from David Pearce, University of California San Francisco). Plasmids encoded the EGFP fused to the N-terminal of rat GR cDNA and the mCherry protein fused to the N-terminal of rat MR cDNA inserted into pC1 vectors (Clontech/Takara Bio, Mountain View, CA). Five micrograms of pC1-EGFP-rGR and 5 µg of pC1-mCherry-rMR with 20 µL of jetPRIME^®^ (Polyplus Transfection, Illkirch-Graffenstaden, France) at a ratio of 1:2 (w/v) was used for transfection of cells in 15-cm plates.

For RNA expression analysis, untagged mouse GR cDNA in vector pC3 (gift from Gordon Hager, National Cancer Institute) and untagged mouse MR [gift of pcDNA4/TO-mMR from Diego Alvarez de la Rosa (20) in pSF-PGK-EMCV-Puro (Oxford Genetics, Oxford, UK)] were expressed. MISSION^®^ short hairpin RNA (shRNA) TRCN0000238462 (Sigma-Aldrich) targeting the 3′ untranslated region (UTR) of NR3C1 was coexpressed to knock down endogenous GR. Cells in six-well plates were transfected with 4 µL of jetPRIME^®^ [ratio of 1:2 (w/v)] per well and a total of 2 µg of DNA comprising 1 µg of shRNA vector plus 0.5 µg of GR and/or 0.5 µg of MR expression vectors, with pEGFP-C1 vector added as necessary to keep the total amount of transfected DNA constant.

For construction of the DNA binding domain mutations (XDBD), three amino acids in the P-box region (GR amino acids 446, 447, and 450 and MR amino acids 621, 621, and 625) were changed to tryptophans by overlapping PCR and traditional cloning methods (21). For GR, the DNA sequence GGAAGCTGTAAAGTC was changed to TGGTGGTGTAAATGG, and for the MR sequence GGCAGCTGCAAAGTC was changed to TGGTGGTGCAAATGG, which in both cases changed amino acids Gly-Ser-Cys-Lys-Val to Trp-Trp-Cys-Lys-Trp. For regular ChIP analysis the mCherry or EGFP was inserted upstream of the mouse MR-XDBD/GR-XDBD/wild-type cDNA sequences.

For construction of A640T MR mutants a single base of mouse MR (amino acid 640) was mutated to substitute alanine (GCT) with threonine (ACT) by overlapping PCR and traditional cloning methods. The encoded DNA binding domain D-loop amino acid sequence of these mutants was altered from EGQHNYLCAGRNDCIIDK to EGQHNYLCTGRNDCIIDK. DNA sequences of the constructs were confirmed by Sanger sequencing.

### RNA extraction and reverse transcription

Total RNA was extracted using an RNeasy Mini kit (Qiagen, Hilden, Germany) and treated with a TURBO DNA-free kit (Ambion/Thermo Fisher Scientific). One microgram of RNA was used for reverse transcription using an iScript™ cDNA synthesis kit according to the manufacturer’s instructions. Transcript levels were analyzed by real-time PCR using SYBR Green Fast PCR master mix (Applied Biosystems, Thermo Fisher Scientific) with *Mcm3ap* as an endogenous control that had constant expression with/without CORT treatment. Primers were designed with the PrimerQuest tool (Integrated DNA Technologies, Coralville, IA).

### ChIP-nexus

Hormone-treated EGFP-GR– and mCherry-MR–transfected N2A cells were fixed in 1% formaldehyde for 10 minutes and quenched with 3 mL of 1.25 M glycine for 5 minutes. Cells were washed three times with cold PBS, scraped off in PBS supplemented with cOmplete EDTA-free protease inhibitor cocktail (Roche, Basel, Switzerland), and centrifuged at 200*g* for 5 minutes at 4°C before freezing at −80°C. Chromatin was prepared from cell pellets by lysis in 1 mL of lysis buffer A1 (22) with protease inhibitors, douncing in a Wheaton Dounce homogenizer, and centrifugation at 3000*g* for 3 minutes at 4°C, with two further washes in A1. The final wash was in ELB buffer (23), and pellets were diluted 1:4 before sonication of 400-µL aliquots for four cycles (30 seconds on, 30 seconds off) in a Bioruptor plus (Diagenode, Liège, Belgium). After additions of 40 µL of Tris-buffered saline [0.5 M Tris (pH 8), 1.5 M NaCl], 40 µL of Triton X-100 10% (v/v), and 4.8 µL of 100 mM MgCl_2_, the aliquots were digested with 16 U of benzonase for 15 minutes at 25°C and the reaction was stopped with 80 µL of 0.5 M EDTA. After centrifugation for 15 minutes at 17,000*g*, 4°C, the supernatant from four aliquots was collected, diluted with buffer A2 (22), and preincubated with 100 µL of binding control magnetic agarose beads (ChromoTek, Planegg, Germany) for 2 hours at 4°C, before incubation with 100 µL of RFP-Trap^®^-MA [ChromoTek; catalog no. rtma-20; RRID: AB_2631363 (24)] or GFP-Trap^®^-MA [ChromoTek; catalog no. gtma-20; RRID: AB_2631406 (25)] overnight at 4°C with rotation. The ChIP combined with *λ*-exonuclease digestion (ChIP-exo) treatment exactly followed the Zeitlinger laboratory–published ChIP-nexus protocol (16). Samples were prepared with the NEBNext adaptor, NEBNext universal PCR primer, and NEBNext multiplex oligonucleotides for Illumina (indexes 1 to 9 of primer set 1) (21) and sequenced on an Illumina NextSeq processed using a 500 High Output Kit v2.

### ChIP

Chromatin was prepared as for ChIP-nexus up to the addition of 0.5 M EDTA and centrifugation. For each ChIP, 70 µg of chromatin was diluted 1:10 in ChIP dilution buffer (26), rotated 2 hours at 4°C with 25 µL of binding control magnetic agarose beads (Chromotek), and precleared lysate was rotated at 4°C overnight with 25 µL of RFP/GFP-magnetic agarose beads (Chromotek). Washing and elution of magnetic agarose bead complexes, reversal of crosslinks, digestion with ribonuclease (Roche) and proteinase K (Qiagen), and phenol-chloroform and chloroform (Sigma-Aldrich) extractions were as previously described (26). DNA was ethanol precipitated, washed in 70% ethanol, and resuspended in nuclease-free water prior to PCR amplification (21).

### Sequence analysis

Illumina ChIP-nexus sequencing data were quality filtered: reads were trimmed when the average quality of four bases was <20; reads <29 bp were dropped and reads were trimmed to 59 bp (9-bp barcode plus 50-bp sequence). Sequencing read alignment to the GRCm38/mm10 mouse reference genome was performed using Bowtie 2 short reads alignment programs [RRID: SCR_005476 (27)]. Random barcodes were registered and PCR duplicates containing the same random barcode were removed. Mapped data were filtered for mapping quality >20 to select uniquely aligned reads and minimize false-positives due to reads mapping to multiple genomic locations.

MACS2-enriched binding sites were called [RRID: SCR_013291 (28); false discovery rate <0.05, peak width of 100 bp], with background normalization data taken from input samples prepared from corresponding chromatin samples without immunoprecipitation. Binding sites were identified as within known genes, up to 5 kb upstream/downstream or intergenic when farther than 5 kb from a known gene. Peaks were considered to overlap when the genomic location of the MACS2 identified enriched binding sites directly overlapped by at least 1 bp.

Motif analysis for *de novo* motifs was performed with HOMER v4.7 [RRID: SCR_010881 (29)] with repeat masking. Genomic regions ±100-bp and ±200-bp MACS2 peak summits were analyzed for *de novo* motifs, and close matches were noted. Known motifs were also identified near the MACS2 peak summits using known motif probability matrices.

ChIP-nexus binding sites were predicted by the pipeline model-based analysis of ChIP-exo (MACE) v1.2 [RRID: SCR_005520 (30)]. To evaluate the relative positioning of GR and MR molecules genome-wide, we first identified all regions where there was binding for both molecules. For each of these overlapping sites, we used the midpoint of the GR site as a reference and tallied covered positions for both molecules relative to this point. Using this procedure, we obtained genome-wide coverage distributions for both GR and MR at overlapping sites.

### Statistical analysis

Reverse transcription (RT)/ChIP–quantitative PCR (qPCR) analyses were performed with a minimum of three independent biological replicates (n ≥ 3), and each quantitative PCR measurement was the mean of two separate qPCR values. RT-qPCR analyses were compared by one-way ANOVA with a Tukey multiple comparisons test, and data are represented as mean ± SEM. Statistical significance is designated as follows: *P < 0.05; **P < 0.01; ***P < 0.001; ****P < 0.0001.

## Results

### ChIP-nexus identifies GR and MR binding sites in N2A cells

ChIP-nexus (16) was used to characterize genome-wide DNA binding sites for MR and GR in mouse neuroblastoma N2A cells. We chose to transiently transfect expression vectors for mCherry-MR and EGFP-GR because N2A cells have no MR expression, as is the case in many cell lines (31), whereas GR expression was present but showed minimal transactivation of a reporter gene (21). ChIP targeting the protein tags (32) mCherry and EGFP [Fig. 1(a) and 1(b)] achieved minimal cross-reactivity and excellent reproducibility, and it proved difficult to identify antibodies to the endogenous proteins suitable for ChIP when following the withdrawal of antibodies used in previous studies (14, 15). Preliminary testing of tagged EGFP-GR/mCherry-MR with an mouse mammary tumor virus promoter luciferase reporter construct (pFC31-luciferase) in N2A cells showed that the tagged GR and MR were functionally able to activate reporter gene transcription following CORT induction (21). The EGFP tag on GR and the mCherry tag on MR did not significantly alter transactivation potential in N2A cells, although subtle changes in response amplitude prompted the use of untagged MR and GR in all experiments when tags were not essential for ChIP. We assume that the tags do not alter DNA binding or interaction with other factors tethering the receptor to the DNA.

**Figure 1.**
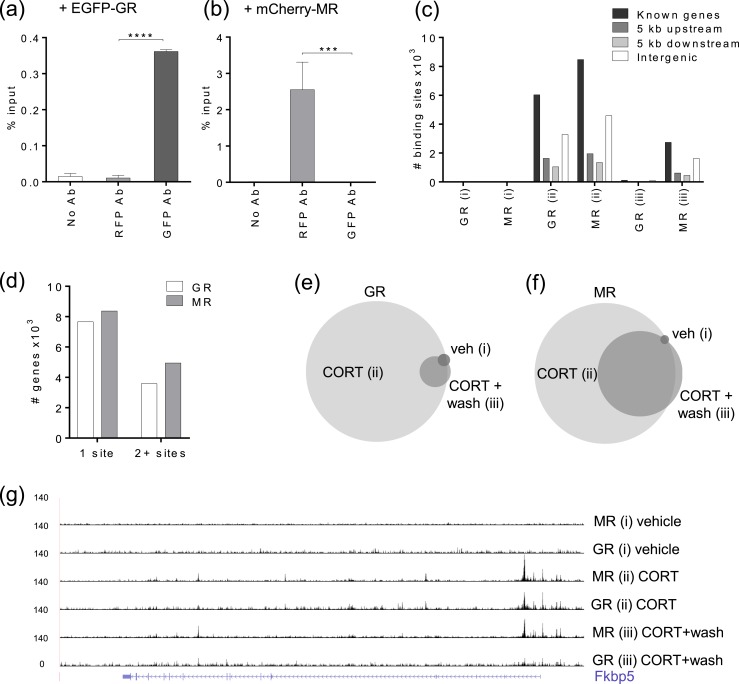
ChIP-nexus identifies GR and MR binding sites in N2A cells. (a and b) ChIP-qPCR showing specificity of (a) GFP and (b) RFP antibodies. N2A cells transiently transfected with EGFP-GR show the ChIP-qPCR signal detected by the GFP antibody with minimal cross-reactivity to the RFP antibody. Transfection with mCherry-MR shows the ChIP-qPCR signal detected by the RFP antibody with minimal cross-reactivity to the GFP antibody. EGFP-GR and mCherry-MR were cotransfected with shRNA to *NR3C1*-3′UTR to minimize possible endogenous GR effects, treated with 100 nM CORT for 20 min, and primers were located at the *Sgk1* gene. Data are represented as means relative to percentage input ± SEM (n = 3; one-way ANOVA with a Tukey test). (c) Graph shows the distribution of MACS2-identified GR and MR binding sites within known genes, 5 kb upstream, 5 kb downstream, and intergenic regions for each treatment group: (i) vehicle for 20 min, (ii) 100 nM CORT for 20 min, and (iii) 100 nM CORT for 20 min, washout, and further incubation for 40 min. (d) Graph shows the number of genes with single or multiple associated binding sites for GR/MR with treatment (ii). (e and f) Area-proportional Venn diagrams show the proportions of GR and MR MACS2 binding sites that directly overlap by at least 1 bp between treatments (i), (ii), and (iii). (g) University of California Santa Cruz Genome Browser image at the *Fkbp5* gene shows comparison of mapped MR and GR ChIP-nexus data for each treatment group. ***P < 0.001; ****P < 0.0001. Ab, antibody; veh, vehicle.

For the ChIP-nexus experiments, N2A cells were seeded in charcoal-stripped serum media before transient transfection with both mCherry-MR and EGFP-GR. 

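N2A is a mouse neuroblastoma cell line. ChIP-nexus is a form of chromatin immunoprecipitation in which λ-exonuclease trims the precipitated DNA up to the point where a protein is crosslinked to it, and random barcodes mark copies made by PCR. GR was precipitated through EGFP and MR through mCherry from cells that carried both receptors. Chromatin was collected after vehicle for 20 minutes (treatment i), after 100 nM CORT for 20 minutes (treatment ii), and after 100 nM CORT for 20 minutes with a wash and 40 minutes more without CORT (treatment iii, washout). Input chromatin without immunoprecipitation was collected for each treatment. Values for these experiments come from 6 MACS2 peak lists, covering each receptor after each treatment, and from 9 lists of MACE border pairs, which also cover the input of each treatment. A border pair is a stretch of DNA between the positions where the exonuclease stopped on the opposite strands. Each condition had 3 replicates. The authors combined them before they called the peaks, and the border pairs of a condition are also given as a single list, so no value has a replicate error. Percentages are given with 95% Wilson intervals, which cover counting error only. A test between lists takes single peaks as its units and compares these libraries, not the treatments or receptors as replicated groups. Positions are on the GRCm38 (mm10) assembly.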

After incubation for 24 to 26 hours, transfected cells were treated with (i) vehicle for 20 minutes, (ii) 100 nM CORT for 20 minutes, or (iii) 100 nM CORT for 20 minutes followed by a wash and media replacement without CORT for a further 40 minutes of incubation, with three replicates (n = 3) for each condition. Chromatin was prepared and treated according to the published ChIP-nexus protocol (16), with sequencing performed using lllumina NextSeq. Sequence data were quality filtered and mapped to mouse genome mm10. PCR duplicates containing the same random barcode at the same locus were removed, and mapped data were filtered on mapping quality (≥20) to retain reliably mapped reads and minimize mapping to highly repetitive regions, thereby reducing false-positives. For MR and GR ChIP-nexus, each treatment contained at least 8.9 million uniquely mapped reads (8.9 to 27 million), with individual replicates containing at least 1.9 million reads (1.9 to 12.54 million reads) (21). 

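The peak lists hold positions and significance values but no read counts, so the depth behind a single peak is unknown. The lowest −log10 p in a list was 4.35 for GR and 4.56 for MR after CORT, 5.67 for GR and 4.89 for MR after washout, and 6.73 for GR and 6.54 for MR after vehicle. A site missing from a list was not detectable at the depth and threshold of that list.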

Sequence data are deposited in the National Center for Biotechnology Information’s Gene Expression Omnibus and are accessible through accession no. GSE115417 (33). 

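Each deposited peak has a start, an end, a summit and significance values from the comparison with input. The column headed as fold enrichment holds −log10 q, the false discovery rate on a log scale, so −log10 p was used as the measure of peak strength. The largest q in a list ranged from 0.0266 for GR after vehicle to 0.0485 for GR after CORT. Peaks had a median width of 121 bp for GR and 62 bp for MR after CORT, 127 bp and 70 bp after washout, and 166 bp and 45 bp after vehicle.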

Mapped reads were analyzed using MACS2 peak calling to identify enriched binding sites with a false discovery rate cutoff at 0.05 (34, 35).

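After vehicle, 64 GR peaks and 73 MR peaks were listed. After CORT the lists held 10602 GR peaks and 14638 MR peaks, and after washout 246 and 4885. Of the vehicle peaks, 17 for GR and 19 for MR lay in coding exons of Nr3c1 and Nr3c2, the mouse genes of the 2 transfected receptors. GENCODE M21, with 55536 genes, was used as the set of known genes, and a gene was counted when a peak lay in it or within 5 kb of it. By this count, 22 genes had a GR peak and 22 an MR peak after vehicle, 5717 and 6711 after CORT, and 199 and 2996 after washout. When each CORT list was shifted along the chromosomes by random distances 1000 times, it reached a median of 3778 genes for GR and 4604 for MR, and at most 4146 and 4984. Requiring a −log10 q of at least 5 changed the number of CORT and washout peaks most and left 4824 GR and 7820 MR peaks after CORT and 127 and 2469 after washout, with the CORT list still the longest for each receptor.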

The number of MACS2-enriched binding sites identified for MR and GR in each condition (replicates combined) and the number of known genes with associated binding sites (−5 to +5 kb) showed, as expected, that the greatest MR and GR binding was found after 20 minutes of CORT (treatment ii) (Table 1). Most of these binding sites were located within genes or within 5 kb upstream/downstream of genes. 

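Of the CORT peaks, 6903 GR peaks (65.1%) and 9615 MR peaks (65.7%) overlapped an annotated gene. Within 5 kb upstream of a gene lay 1828 GR and 2247 MR peaks, and within 5 kb downstream lay 1446 and 1803. A peak near several genes was counted in each class it met, so the classes add up to more than the number of peaks.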

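More than 5 kb from every annotated gene lay 2330 GR peaks after CORT (22.0%, 95% interval 21.2% to 22.8%) and 3288 MR peaks (22.5%, 21.8% to 23.1%). The intervals of the receptors overlap. Lists shifted at random along the chromosomes had a median of 41.7% intergenic peaks for GR and 41.9% for MR, and no shifted list fell under 37.2% for GR or 37.3% for MR. Counting protein-coding genes only moved the intergenic percentage most, to 32.0% for GR and 32.6% for MR.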

Only 28% of MR and 27% of GR binding sites were located in intergenic regions (>5 kb from a known gene) [Fig. 1(c)]. 

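After CORT, 2139 of the genes reached by GR (37.4%, 95% interval 36.2% to 38.7%) and 2896 of those reached by MR (43.2%, 42.0% to 44.3%) had more than 1 peak. Randomly shifted lists, which keep the spacing of the peaks, gave a median of 38.9% for GR, with a range from 36.6% to 41.8%, and 44.0% for MR, with a range from 41.5% to 46.4%. With each peak in or near a gene placed on its own at a random position in or near genes of its chromosome, the median was 21.3% for GR and 24.5% for MR, and at most 22.7% and 25.9%. The gene with the most peaks was Gm20388 (chromosome 8, 119910841 to 124345722), an annotated gene of 4.43 Mb, with 258 GR and 315 MR peaks. Chromosome 8 also had the densest input border pairs, 31.4 per Mb against 9.09 on chromosome 13, the next densest. Copy number or read density may therefore contribute to the number of peaks in this gene. With a −log10 q of at least 5 the percentages fell the furthest, to 27.6% for GR and 34.9% for MR.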

Many of the MR/GR-targeted genes were found to have more than one associated binding site (37% MR/32% GR) [Fig. 1(d)].

**Table 1.** MACS2 Enrichment Peaks Identified

Treatment	MACS2 Peaks		Known Genes (−5 kb to +5 kb) With Associated Peaks	
	MR	GR	MR	GR
(i) Vehicle	73	64	30	21
(ii) CORT	14,638	10,602	10,046	7312
(iii) CORT and wash	4885	246	3253	145

After CORT and washout (treatment iii), the binding of GR to chromatin was dramatically reduced to only 2.3% of the number of sites identified after CORT (treatment ii) [Fig. 1(e)], as expected, because a lower CORT concentration would reduce GR ligand binding and consequently GR occupancy. 

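The GR list after washout was 2.32% as long as the GR list after CORT. Of the GR CORT peaks, 226 (2.13%, 95% interval 1.87% to 2.42%) overlapped a GR washout peak by at least 1 bp. Split by −log10 p into 5 groups of equal size, the overlapped share rose from 0.330% in the weakest group to 7.88% in the strongest (6.81% to 9.10%). Conversely, 221 of the GR washout peaks (89.8%, 85.4% to 93.0%) overlapped a GR CORT peak and 187 (76.0%, 70.3% to 80.9%) overlapped an MR washout peak. A GR vehicle peak was overlapped by 56 of the washout peaks (22.8%), and 18 (7.32%) lay in coding exons of Nr3c1 and Nr3c2. Leaving out every peak that overlapped a vehicle peak of either receptor moved the length of the washout list relative to the CORT list most, to 1.76%.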

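The GR list after CORT was 166 times as long as the list after vehicle. Of the GR vehicle peaks, 59 (92.2%, 95% interval 83.0% to 96.6%) overlapped a GR CORT peak and 58 (90.6%, 81.0% to 95.6%) overlapped a GR washout peak. A MACE border pair of the vehicle input overlapped 51 of the GR vehicle peaks (79.7%, 68.3% to 87.7%), while a border pair of the CORT input overlapped 78 of the GR CORT peaks (0.736%, 0.590% to 0.917%), a difference with p = 2.21e-90 in a two-sided Fisher's exact test. Input regions do not grow with a peak list, so this difference also depends on the length of the lists.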

The appearance and disappearance of GR binding in vehicle, CORT, and washout treatments validates the hormone dependency of this dataset. 

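The MR list after washout was 33.4% as long as the MR list after CORT, and 3597 MR CORT peaks (24.6%, 95% interval 23.9% to 25.3%) overlapped an MR washout peak by at least 1 bp. The odds of being overlapped were 15.0 times as high for MR as for GR CORT peaks, with p in a two-sided Fisher's exact test below the smallest number the software returns. Across the same 5 groups of −log10 p the MR share rose from 7.45% in the weakest (6.55% to 8.45%) to 60.9% in the strongest (59.1% to 62.6%). In sets of 9138 GR and 9138 MR CORT peaks matched in bands of −log10 p, 2.43% and 24.6% were overlapped, an odds ratio of 13.1. Of the sites where a GR and an MR CORT peak overlapped, 2565 had a washout peak of MR only, 25 of GR only, 184 of both and 3697 of neither. The alternative that moved the odds ratio most, to 20.3, kept as many of the strongest MR CORT peaks as there were GR CORT peaks.

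**Figure D1:**
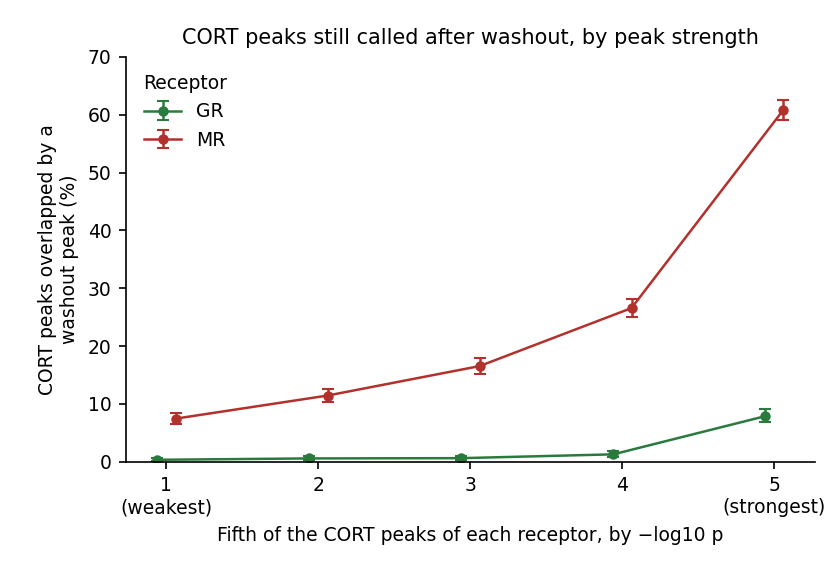
Percentage of CORT peaks overlapped by a washout peak of the same receptor, in 5 groups of equal size by −log10 p from the weakest to the strongest, for GR and MR; bars show 95% Wilson intervals, and each receptor has 1 list per treatment with its replicates combined. The MR percentage rises from 7.45% to 60.9% and the GR percentage from 0.330% to 7.88%, with MR above GR in every group.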

A different binding pattern was seen for MR with 33% of the number of binding sites present even after CORT was washed out [Fig. 1(f)]. Retained MR binding is consistent with the higher affinity that MR has for glucocorticoids, prompting MR to associate more readily with DNA than does the lower-affinity GR. Most of the MR binding sites (77%) identified after washout (treatment iii) directly overlapped with MR binding sites found after CORT (treatment ii), consistent with retained MR binding at the same sites. 

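Of the MR washout peaks, 3696 (75.7%, 95% interval 74.4% to 76.8%) overlapped an MR CORT peak by at least 1 bp. Lists shifted at random along the chromosomes overlapped at a median of 0.103% and at most 0.309%. On chromosomes 1 to 19, X and Y, the 3676 MR washout peaks inside MR CORT peaks had a median −log10 p of 10.4, and the 1184 outside them had a median of 7.69. Reducing the CORT list to its strongest peaks, as many as there were washout peaks, moved the overlap most, to 51.2%. The paper reads this overlap, with a hedge, as MR remaining bound where it had been, and it relates the MR sites left after washout to the higher affinity of MR for glucocorticoids.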

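Fkbp5 (ENSMUSG00000024222) lies on the minus strand of chromosome 17 from 28399094 to 28517527. In the gene or within 5 kb of it, 12 GR and 15 MR peaks were listed after CORT, 0 GR and 11 MR peaks after washout, and 0 for either receptor after vehicle. The strongest GR peak (28512685 to 28513296) had a −log10 p of 37.0, and the strongest MR peak after CORT (28512535 to 28513174) had a −log10 p of 49.7. Both are intronic, 4580 and 4616 bp from the annotated start of the gene to the summit. An MR washout peak at the same place (28512679 to 28513154) had a −log10 p of 43.6. Another intronic site (28420321 to 28420335) has the sequence AGAACACCCTGTTCT. It lay under a GR CORT peak with a −log10 p of 9.43, an MR CORT peak with 15.1 and an MR washout peak with 25.8. The lists give no error for a single peak, and −log10 p depends on the depth of each library, so its values are not compared between treatments.

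**Figure D2:**
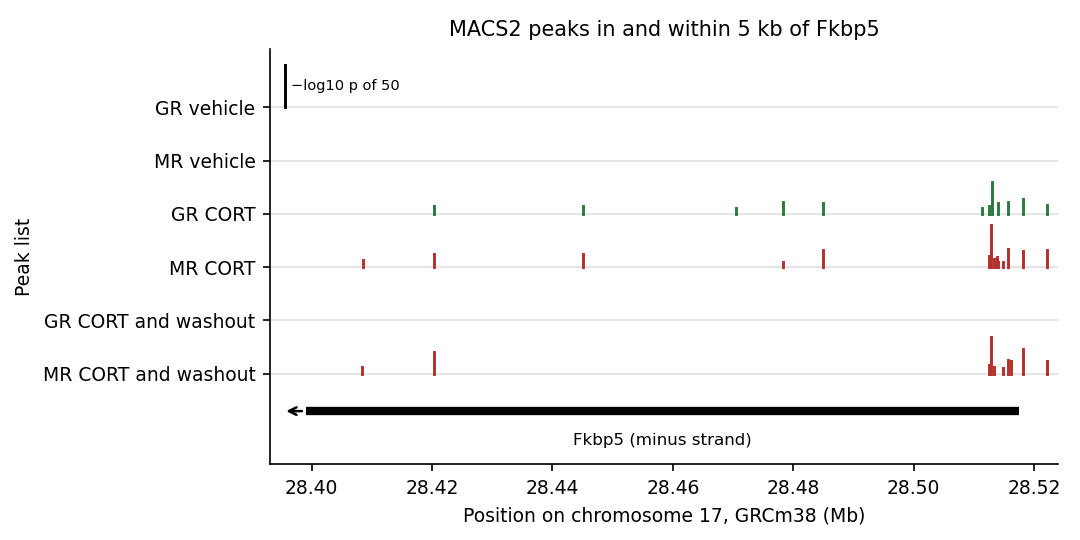
MACS2 peaks in and within 5 kb of Fkbp5 on chromosome 17 (GRCm38, in Mb), 1 line per peak list with replicates combined. Each bar stands at the midpoint of a peak and its height is −log10 p, with a scale bar of 50. The black bar is the annotated gene. The 11 MR washout peaks appear in the bottom list, and the GR washout list and both vehicle lists are empty across the region.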

Mapped ChIP-nexus data for GR and MR at the well-known GR-targeted gene *Fkbp5* is shown [Fig. 1(g)] and illustrates diminished GR binding after CORT washout (treatment iii), although substantial MR binding is retained after the same treatment. MACS2 analysis of the individual replicates treated with CORT (treatment ii) identified up to 6320 MR/7025 GR binding sites per replicate (21), with 5815 MR/1197 GR binding sites being reproducibly called in at least two out of three repeats with a direct genomic overlap of at least 1 bp.

To discover motifs enriched at the MR/GR binding sites, MACS2 identified binding sites from combined replicates (MACS2 peak summits ±100 to 200-bp, treatment ii) were analyzed for *de novo* motifs using HOMER. The most significant motif was found to be 98%/97% (MR/GR sites) similar to the canonical glucocorticoid response element (GRE) and present in 58%/58% of sites. 

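Motifs were counted by consensus on chromosomes 1 to 19, X and Y, in place of HOMER's search. A GRE was a match to AGAACANNNTGTTCT on either strand with at most 3 mismatches in its 12 fixed positions, within 100 bp of the summit. After CORT, 3985 of 10569 GR peaks (37.7%, 95% interval 36.8% to 38.6%) and 5808 of 14565 MR peaks (39.9%, 39.1% to 40.7%) had a GRE. Windows of the same width centred 1000 bp to each side of the summits had a GRE in 14.6% of cases for GR and 15.2% for MR. The odds ratio of peak against flanking windows was 3.55 for GR and 3.71 for MR, with p below the smallest number the software returns in both two-sided Fisher's exact tests. The percentage depends on the match allowed. With at most 4 mismatches it was 79.0% for GR and 82.1% for MR, and with at most 2 mismatches it was 10.5% and 11.5%. From its own search, the paper states that the motif most like the canonical GRE was the most significant at the sites of both receptors.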

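The GATA consensus AGATAA occurred within 100 bp of the summit in 11.5% of GR CORT peaks and in 10.4% of flanking windows (odds ratio 1.12, adjusted p = 0.00391, Fisher's exact test). For MR it occurred in 12.6% of peaks and 10.6% of flanking windows (odds ratio 1.21, adjusted p = 1.01e-09, Fisher's exact test). The AP-1 consensus TGASTCA occurred in 8.73% of GR peaks against 3.91% of flanking windows (odds ratio 2.35, adjusted p = 1.39e-65), and in 7.81% of MR peaks against 3.94% (odds ratio 2.07, adjusted p = 7.27e-62, both by Fisher's exact test). The tests were two-sided, with Benjamini-Hochberg adjustment over the 5 motifs and 2 receptors.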

Other enriched motifs closely matched GATA transcription factors GATA3 (MR and GR) and GATA4 (MR), components of the AP-1 transcription factor FOS (MR) and JDP2 (MR and GR), as well as HSF1 (GR) [Fig. 2(a)]. 

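Within 20 bp of the summit, GREs started at 3.94 per 1000 positions for GR and 5.55 for MR, against 0.850 and 0.875 in windows 1000 bp away. In peaks that had a GRE, the median distance from the summit to the nearest was 27 bp for GR and 17 bp for MR. The rate near the summit relative to 1000 bp away was 4.64 for GR and 6.35 for MR for the GRE, 2.20 and 1.67 for AP-1, and 0.816 and 0.682 for GATA. Between 100 and 200 bp from the summit the AP-1 rate for GR and MR was 1.55 and 1.50 times that of the windows 1000 bp away. GATA motifs started there at 0.680 per 1000 positions for GR and 0.720 for MR, against 0.568 and 0.577 in those windows.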

The distribution of transcription factor binding sites using known motif matrices (21) around the MACS2 peak summits showed that only the GRE motif had a clear localization pattern that was centered, as expected, on the peak summit [Fig. 2(b) and 2(c)]. The enrichment of GATA3 motifs was found equally in binding sites containing GRE motifs (47% GR/50% MR) and sites without GRE motifs (51% GR/53% MR). Similarly, AP-1 motifs were enriched in both GRE-containing sites (11% GR/9.3% MR) and sites without GRE-like motifs (12.6% GR/11.5% MR). However, comparison of GR-only, MR-only, and GR+MR overlapping sites revealed slightly more enrichment of AP-1 and NF-1 known motifs in GR-only (18.5% AP-1/12.6% NF-1) and overlapping sites (19.2%/12.6%) compared with MR-only sites (16.3%/9.21%). 

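AGATAA occurred in 452 of the GR CORT peaks with a GRE (11.3%, 95% interval 10.4% to 12.4%) and in 759 of the 6584 without (11.5%, 10.8% to 12.3%), an odds ratio of 0.982 (adjusted p = 0.777, Fisher's exact test). It occurred in 688 of the MR peaks with a GRE (11.8%, 11.0% to 12.7%) and in 1140 of the 8757 without (13.0%, 12.3% to 13.7%), an odds ratio of 0.898 (adjusted p = 0.0701, Fisher's exact test). Both tests were two-sided, with p adjusted over 20 comparisons of motifs between groups of sites. The direction depends on the window. With 200 bp to each side the odds ratio was 1.07 for GR (adjusted p = 0.218, Fisher's exact test) and 1.03 for MR (adjusted p = 0.422). For GR it was also above 1 with the looser consensus (1.04) and with repeats left out (1.05). With at most 2 mismatches in the GRE, the MR odds ratio of 0.763 passed the threshold (adjusted p = 0.00849, Fisher's exact test).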

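TGASTCA occurred in 7.85% of the GR CORT peaks with a GRE (95% interval 7.06% to 8.73%) and in 9.26% of those without (8.59% to 9.99%). The odds ratio was 0.835 (adjusted p = 0.0321, two-sided Fisher's exact test). In MR peaks it occurred in 6.75% with a GRE (6.13% to 7.42%) and in 8.51% without (7.94% to 9.11%), an odds ratio of 0.778 (adjusted p = 0.000821, same Fisher's exact test).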

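Peaks were split into 4123 GR-only sites, 7626 MR-only sites and 6446 GR sites that overlapped an MR peak. AP-1 motifs occurred in 8.20% of GR-only (95% interval 7.40% to 9.07%), 9.08% of overlapping (8.40% to 9.80%) and 6.64% of MR-only sites (6.10% to 7.22%). In two-sided Fisher's exact tests, MR-only sites had fewer than GR-only sites (odds ratio 0.796, adjusted p = 0.00755) and fewer than overlapping sites (odds ratio 0.712, adjusted p = 1.70e-06). The NF-1 consensus TTGGCNNNNNGCCAA, with at most 2 mismatches, occurred in 9.77% of GR-only, 8.98% of overlapping and 8.46% of MR-only sites. For NF-1, the Fisher's exact test of MR-only against GR-only sites passed the threshold (odds ratio 0.853, adjusted p = 0.0352) and that against overlapping sites did not (odds ratio 0.936, adjusted p = 0.318). The latter passed it with the looser consensus (0.909, adjusted p = 0.0125 in Fisher's exact test) and with 200 bp to each side (0.905, adjusted p = 0.0476).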

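The GATA consensus occurred in 12.7% of MR-only (95% interval 12.0% to 13.5%), 10.5% of GR-only (9.63% to 11.5%) and 12.1% of overlapping sites (11.3% to 12.9%). MR-only sites had more than GR-only sites (odds ratio 1.24, adjusted p = 0.00218, two-sided Fisher's exact test), but the difference from overlapping sites did not pass the threshold (odds ratio 1.06, adjusted p = 0.285, Fisher's exact test). The Phox2a consensus TAATYNRATTA, with at most 1 mismatch, occurred in 3.83% of MR-only, 2.86% of GR-only and 3.58% of overlapping sites. MR-only differed from GR-only sites (odds ratio 1.35, adjusted p = 0.0205, Fisher's exact test) and not detectably from overlapping sites (odds ratio 1.07, adjusted p = 0.471, Fisher's exact test). For MR-only against overlapping sites, GATA passed the threshold with the looser consensus (odds ratio 1.09, adjusted p = 0.0266, Fisher's exact test) and with sites joined by summits within 50 bp (1.15, adjusted p = 0.0229). Phox2a passed it with the looser consensus (1.25, adjusted p = 5.95e-06, Fisher's exact test).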

Sites binding MR only were slightly more enriched for GATA3 and Phox2a known motifs (31.3% GATA3/10.3% Phox2a) than GR-only sites (28.1%/7.9%) or overlapping sites (28.7%/8.9%).

**Figure 2.**
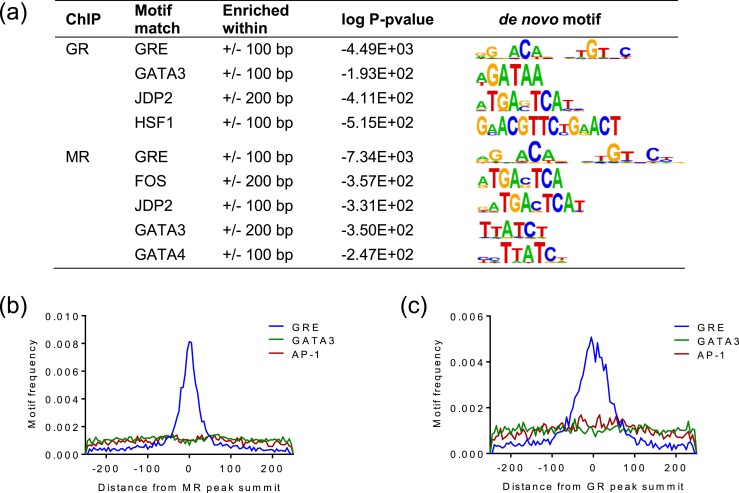
*De novo* and known transcription factor binding motifs near MR/GR binding sites. (a) *De novo* motifs identified in association with GR/MR binding sites within 100/200 bp of the MACS2 peak summits and corresponding close matches to known motifs. (b and c) Frequency of known motifs GRE, GATA3, and AP-1 around (b) MR and (c) GR MACS2 peak summits.

### MR and GR binding sites are highly similar

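An MR CORT peak overlapped 6471 GR CORT peaks (61.0%, 95% interval 60.1% to 62.0%), and a GR CORT peak overlapped 6964 MR CORT peaks (47.6%, 46.8% to 48.4%). Lists shifted at random along the chromosomes gave a median of 0.151% and at most 0.331% of GR peaks with an MR peak. The share rose with −log10 p, from 36.8% of the weakest of 5 groups of GR peaks to 93.1% of the strongest, and from 26.7% to 83.6% of MR peaks. Requiring that 50% of the GR peak be covered moved the GR percentage most, to 35.8%.

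Among peaks that overlapped one of the other receptor, the strongest GR peak (chromosome 8, 77217383 to 77217625, −log10 p 77.0) lay in a coding exon of Nr3c2. The next (chromosome 18, 39428626 to 39428779, −log10 p 74.9) lay in a coding exon of Nr3c1, as did the strongest MR peak (39428673 to 39428732, −log10 p 69.9). Input border pairs also lay in the coding exons of these genes, 25 in Nr3c1 and 47 in Nr3c2 over the 3 input lists. The third GR peak (chromosome 8, 123786119 to 123786566, −log10 p 70.8) and the second MR peak (123786258 to 123786585, −log10 p 60.2) shared an intronic site in Gm20388 with the sequence AGGACAGAACGTTCT, which has 2 mismatches to the GRE. Input border pairs were densest on chromosome 8, so read density or copy number may add to the strength of these peaks. The third MR peak (chromosome 5, 137671797 to 137672089, −log10 p 55.5) lay in an intron of Agfg2.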

Comparison of MR and GR binding sites after CORT (treatment ii) showed a large intersection of binding sites to which MR and GR both bind, with 66% of GR binding sites having a direct overlap of at least 1 bp with MR binding sites [Fig. 3(a)–3(c)] (21). To clarify how the GR and MR binding sites relate to each other, a published ChIP-nexus data analysis pipeline, MACE (36), was used, which identifies the staggered ChIP-nexus borders characteristic of receptor binding regions by interrogating the plus and minus strand data separately. 

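The authors called border pairs with MACE, and the deposited lists, 1 per condition, give the start and end of each border pair, with a p-value from MACE in every list except that of GR after CORT. The number of reads behind a border pair is unknown. Border pairs were taken as listed, without a threshold on p. The other lists held 623 GR and 1332 MR pairs after vehicle, 568 GR and 1670 MR pairs after washout, and 6351, 5767 and 5509 pairs in the vehicle, CORT and washout inputs. Whether the input entered the calling of border pairs is not stated in the paper's text.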

Identified border pairs flanking regions protected from *λ*-exonuclease digestion precisely define the DNA binding sites [Fig. 3(d)]. 

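The list of border pairs after CORT held 139 pairs for GR and 3285 for MR. Of these, 34 GR pairs (24.5%) and 1719 MR pairs (52.3%) overlapped a MACS2 peak of the same receptor after CORT, against 1.70% and 1.84% of the CORT input pairs. A CORT input pair was overlapped by 90 GR pairs (64.7%) and 429 MR pairs (13.1%). Leaving out pairs that overlapped input left 49 GR and 2856 MR pairs, and keeping only pairs in a MACS2 peak moved both numbers most. For GR the paper gives 1184 pairs, so comparisons here that use GR pairs after CORT cover the 139 listed pairs only.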

In total, 1184 MACE border pairs were identified with GR binding and 3285 with MR binding after CORT treatment. These highly confident binding sites correspond to 346 genes targeted by GR and 1225 genes by MR. 

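In the gene or within 5 kb of it, a border pair was found for 55 genes for GR and 1846 genes for MR after CORT, with the gene set used for the peaks. Keeping only border pairs in a MACS2 peak of the same receptor gave 21 genes for GR and 1228 for MR, and leaving out pairs that overlapped an input pair gave 37 and 1805.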

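GR border pairs after CORT had a median size of 45 bp (95% exact binomial interval of the median 38 to 51) and ranged from 10 to 100 bp. MR border pairs had a median of 38 bp (37 to 39) and ranged from 1 to 224 bp. A size of 10 to 60 bp was found for 95 GR pairs (68.3%, 60.2% to 75.5%) and 2297 MR pairs (69.9%, 68.3% to 71.5%). At least 80 bp was found for 18 GR pairs (12.9%, 8.35% to 19.5%) and 379 MR pairs (11.5%, 10.5% to 12.7%), and these shares did not differ detectably (odds ratio 1.14, p = 0.589, two-sided Fisher's exact test). Without pairs that overlapped an input pair, the median size was 31 bp for GR (27 to 50) and 38 bp for MR (37 to 40), and the share of 10 to 60 bp was 75.5% for GR and 67.4% for MR.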

The sizes of the regions identified were 10 to 60 bp for both MR and GR, with some larger regions (80 to 100 bp) for GR (21). To compare the predicted positions of GR and MR relative to each other on the chromatin, we evaluated the relative positioning of GR and MR molecules genome wide at overlapping binding sites. We obtained coverage distributions for both GR and MR relative to the midpoint of the GR binding region as a reference that, given the range of binding region sizes and the degree of overlap, covered positions up to 155 nucleotides away from the midpoint. 

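There were 94 overlaps between 91 GR and 94 MR border pairs after CORT. Tallied from the GR midpoints, the pairs covered positions up to 154 bp away, and 83.2% of the coverage was shared between the receptors. At the midpoint itself lay 2.09% of the GR coverage and 1.68% of the MR coverage. Of the 91 GR pairs, 71 (78.0%) also overlapped a border pair of the CORT input.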

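The midpoint of the MR border pair lay at a median of -0.5 bp from that of the overlapping GR border pair (95% bootstrap interval -2 to 0.75 bp, 10000 resamples), with quartiles of -4.5 and 12.5 bp. It was within 10 bp in 57 overlaps (60.6%) and at most 65 bp away. With MACS2 summits in place of border pairs, 7067 overlaps of GR and MR peaks had a median offset of 0 bp (0 to 1) with quartiles of -28 and 32 bp, 23.8% of them within 10 bp and 68.2% within 50 bp. Without border pairs that overlapped input, 22 overlaps had a median offset of -0.25 bp (-6.25 to 13.5). Border pairs of the CORT input that overlapped GR pairs, 103 overlaps, had a median distance of 10 bp from the GR midpoint, against 6.25 bp for MR, a difference that was not detectable (p = 0.210, two-sided permutation test). The test took distances as separate units, although 71 GR pairs entered both groups. Overlap itself keeps distances short, so the test does not decide whether MR lay closer than input.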

The distributions were highly similar showing that GR and MR were recruited to precisely the same DNA regions [Fig. 3(e)].

**Figure 3.**
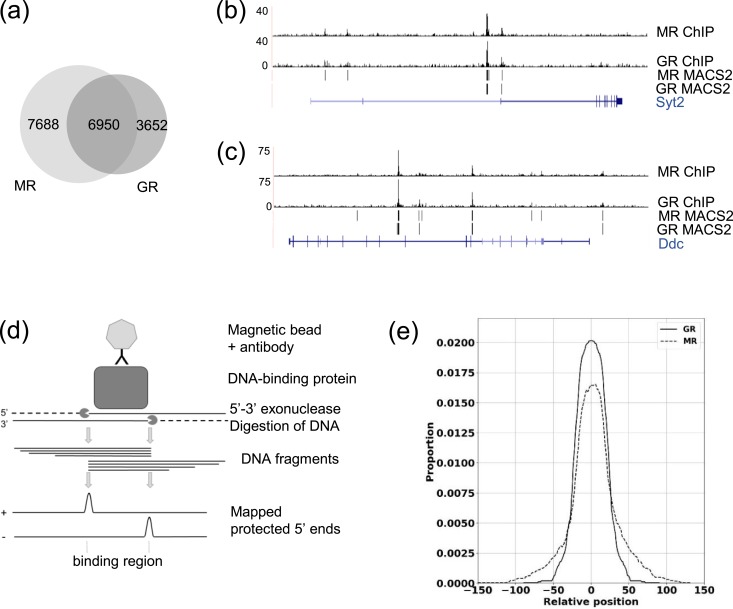
MR and GR binding sites are highly similar. (a) Area-proportional Venn diagram shows MACS2 binding sites for MR that directly overlap with GR binding sites by at least 1 bp after 20 min of CORT (treatment ii). (b and c) University of California Santa Cruz Genome Browser images of mapped ChIP-nexus data and MACS2 peaks for MR/GR in mCherry-MR– and EGFP-GR–transfected N2A cells after 20 min of CORT (treatment ii) at the (b) *Syt2* gene and (c) *Ddc* gene. (d) Diagram shows how *λ*-exonuclease digestion of ChIP fragments defines the binding regions. (e) Distribution of coverage for the MACE-predicted binding regions for GR and MR after CORT for 20 min (treatment ii) shows highly similar binding locations.

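Syt2 (ENSMUSG00000026452) lies on the plus strand of chromosome 1 from 134646677 to 134762593 and had 2 GR and 5 MR peaks after CORT in it or within 5 kb. In an intron, the strongest GR peak (134704650 to 134705140, −log10 p 23.4) overlapped the strongest MR peak (134704651 to 134705073, −log10 p 24.5). Ddc (ENSMUSG00000020182) lies on the minus strand of chromosome 11 from 11814101 to 11898144 and had 5 GR and 8 MR peaks. Its strongest GR peak (11844550 to 11844928, −log10 p 46.0) and MR peak (11844555 to 11844899, −log10 p 51.7) shared an intronic GRE-like sequence, AGGACATTCAGTCCT (11844623 to 11844637), with 3 mismatches. After washout, Syt2 had 0 GR and 1 MR peak, and Ddc had 1 GR and 4 MR peaks. From the similar coverage around GR midpoints, the paper concludes that the receptors were recruited to the same DNA regions.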

### Differential effects of GR and MR on gene expression

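Sgk1 (ENSMUSG00000019970) lies on the plus strand of chromosome 10 from 21882184 to 21999903 and had 2 GR and 2 MR peaks after CORT. An intronic GR peak (21952655 to 21952781, −log10 p 8.66) overlapped an MR peak (21952673 to 21952738, −log10 p 7.83). Downstream of the gene, a GR peak (22004788 to 22004924, −log10 p 6.00) overlapped an MR peak (22004819 to 22004880, −log10 p 9.34), with summits 4948 and 4961 bp past the end of the gene. Dusp4 (ENSMUSG00000031530) lies on the plus strand of chromosome 8 from 34807297 to 34819894 and had 2 GR and 3 MR peaks. In an intron, its strongest GR peak (34814580 to 34814998, −log10 p 26.7) overlapped its strongest MR peak (34814709 to 34814963, −log10 p 29.6).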

Gene expression levels of several genes to which GR and MR both bound in N2A ChIP-nexus were measured by RT-qPCR. RNA was extracted from N2A cells treated with 100 nM CORT for 120 minutes and transiently transfected with expression constructs for untagged GR/MR alone, GR and MR together, or an EGFP control. shRNA targeting GR 3′UTR (*NR3C1*-3′UTR) was cotransfected in these experiments to minimize potential effects from endogenous GR. The inclusion of transfected sh*NR3C1*-3′UTR was shown to be effective at reducing endogenous GR mRNA (to 29%) and GR protein (to 33%) (21). We also measured reporter gene activation and transcriptional effects of endogenous GR in N2A cells, which were found to be minimal in N2A cells (21). Changes in gene expression levels included upregulation [*Syt2* and *Sgk1*, Fig. 4(a) and 4(b)] and downregulation [*Dusp4* and *Ddc*, Fig. 4(c) and 4(d)] relative to the EGFP-transfected control. When transfected alone, MR elicited only small changes in gene expression whereas GR caused greater gene induction/repression. Interestingly, when GR and MR were cotransfected the upregulation of *Syt2* mRNA was further increased compared with both MR and GR alone [Fig. 4(a)], and the downregulation of *Dusp4* mRNA and *Ddc* nascent RNA became significant compared with MR alone [Fig. 4(c) and 4(d)]. These augmented changes could possibly be due to additive effects of GR and MR individually, or they could represent interactions between GRs and MRs giving rise to altered activation/repression.

**Figure 4.**
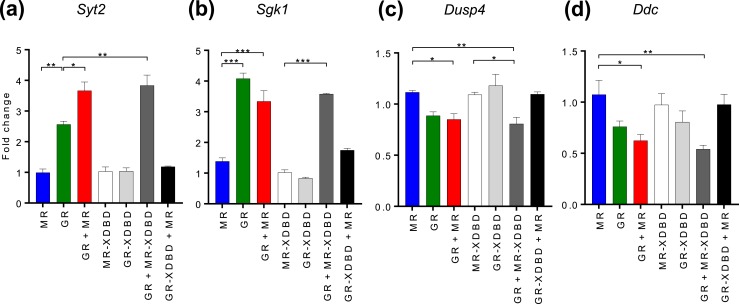
Differential effects of GR and MR on gene expression. (a–d) Graphs show (a) *Syt2* mRNA, (b) *Sgk1* mRNA, (c) *Dusp4* mRNA, and (d) *Ddc* nascent RNA changes in N2A cells with expressed wild-type MR and GR individually or combined, and MR-XDBD/GR-XDBD mutants individually or in combination with GR/MR. RT-qPCR data from N2A cells treated with 100 nM CORT for 2 h after transient transfection for 24 h with MR/GR/MR+GR expression plasmids and cotransfection of *NR3C1*-3′UTR shRNA to minimize endogenous GR effects. Data are represented as mean fold changes relative to EGFP-transfected controls ± SEM (n ≥ 3). *P < 0.05; **P < 0.01; ***P < 0.001.

### MR DNA binding is not required for augmented effects

To investigate the mechanism mediating augmentation, MR and GR expression vectors were constructed with mutated DNA binding domains (XDBD) containing three amino acid substitutions in the DBD P-box, which is critical for DNA binding site recognition (37). This type of mutation has previously been demonstrated to prevent steroid receptor interactions with DNA (38), permitting us to interrogate whether augmentation required direct or indirect interaction with genomic binding sites.

Gene expression was measured using transfected wild-type and mutant GR and MR expression vectors alone and in combination. Augmented gene expression was observed for *Syt2* when mutant MR-XDBD was coexpressed with wild-type GR [Fig. 4(a)]. Similarly, the downregulation of *Dusp4* mRNA and *Ddc* nascent RNA, relative to MR expression, became significant when MR-XDBD was coexpressed with GR, as it was when wild-type MR was coexpressed with GR. Taken together, this demonstrates that MR did not require DNA binding to exert an effect. In contrast, when mutant GR-XDBD was coexpressed with MR, no significant changes in gene expression were observed, suggesting that GR binding is necessary for GR regulation. The finding that augmented gene expression could be induced even when MR was unable to bind the DNA demonstrated that augmentation was not due to the additive effects of MRs and GRs acting individually. Instead, the expression changes most likely result from interactions between GRs and MRs in a manner that is not dependent on MR binding DNA.

### MR is tethered to genomic DNA by GR

To confirm that our XDBD mutations failed to bind N2A DNA and that the proposed MR–GR interaction was taking place on genomic DNA, further XDBD constructs were made with mCherry and EGFP tags suitable for ChIP testing. Wild-type mCherry-MR interacted with genomic DNA at the *Syt2*, *Sgk1*, *Dusp4*, and *Ddc* binding sites [Fig. 5(a)–5(d)], although apparently nonproductively (Fig. 4), and the binding at the *Sgk1* site was very weak, which may reflect a degree of epitope masking at this target. Mutant mCherry-MR-XDBD did not bind to the DNA on its own but was recruited to all four binding sites when coexpressed with wild-type GR [Fig. 5(a)–5(d)]. This shows that mutant MR can be tethered to genomic DNA by an interaction with GR, because it cannot bind to the DNA on its own.

**Figure 5.**
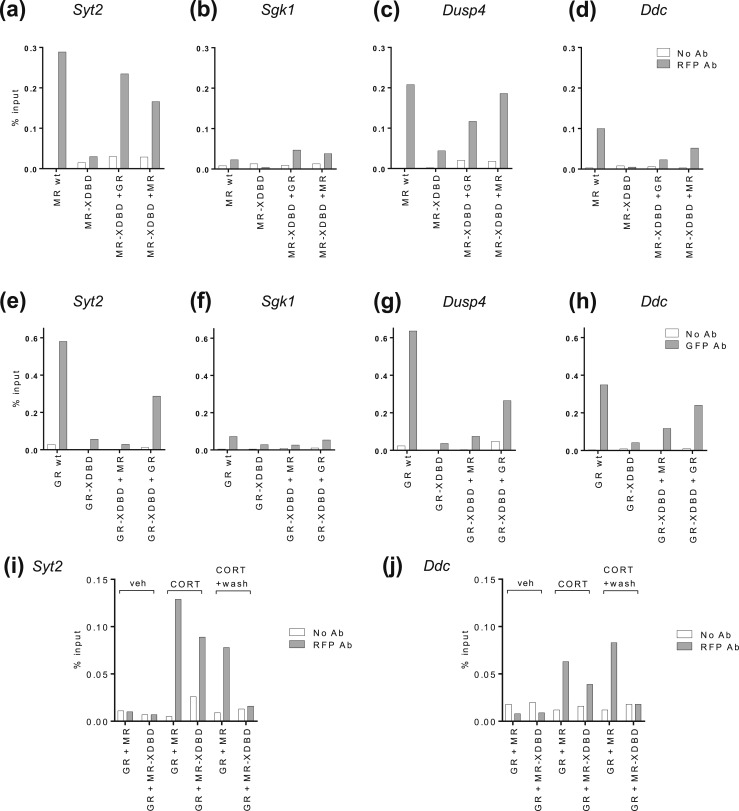
MR is tethered to genomic DNA by GR. (a–d) ChIP-qPCR shows mCherry-MR-XDBD binding to chromatin without/with cotransfected wild-type GR or MR at the (a) *Syt2*, (b) *Sgk1*, (c) *Dusp4*, and (d) *Ddc* binding sites. (e–h) ChIP-qPCR shows EGFP-GR-XDBD binding to chromatin with/without cotransfected wild-type MR or GR at the (e) *Syt2*, (f) *Sgk1*, (g) *Dusp4*, and (h) *Ddc* binding sites. N2A cells were treated with 100 nM CORT for 20 min (a–h). (i and j) ChIP-qPCR shows mCherry-MR-XDBD binding to chromatin at the (i) *Syt2* and (j) *Ddc* binding sites with treatments: vehicle for 20 min, 100 nM CORT for 20 min, or 100 nM CORT for 20 min, washout, and further incubation for 40 min. Data are taken from representative ChIP experiments (n = 3) expressed as a percentage of input. N2A cells were transiently transfected with mCherry-MR(wild-type)/mCherry-MR-XDBD/MR and EGFP-GR/EGFP-GR-XDBD/GR or an EGFP control, with shRNA to endogenous *NR3C1*-3′UTR. Ab, antibody; veh, vehicle; wt, wild-type.

Additional testing was performed with wild-type and mutant mCherry-MR and EGFP-GR in different coexpressed combinations. mCherry-MR-XDBD could be tethered to DNA binding sites by GR as well as by wild-type MR at the *Syt2*, *Dusp4*, and *Ddc* sites [Fig. 5(a), 5(c), and 5(d)]. EGFP-GR-XDBD could be tethered to DNA by wild-type GR at all sites [Fig. 5(e)–5(h)], but only by wild-type MR at the *Dusp4* and *Ddc* sites. As *Syt2* could load MR+MR-XDBD, GR+GR-XDBD, or GR+MR-XDBD and *Ddc* could load MR+MR-XDBD, GR+GR-XDBD, GR+MR-XDBD, and MR+GR-XDBD, we conclude that a single binding site appears capable of loading a variety of receptor complexes. The tethering of DNA binding–deficient forms of MR or GR by wild-type GR or MR has not previously been described. It is presently unclear as to the stoichiometry of the tethered complexes because GR and MR have typically been reported as dimers at DNA in crystal structures, but recent studies of GR DNA binding at a chromatinized DNA array in live cells found predominantly tetramers (19).

Because a CORT pulse followed by washout (treatment iii) diminishes GR binding [Fig. 1(c) and 1(e)], we predicted that if MR-XDBD was binding via GR, washout of CORT should diminish the binding of MR-XDBD observed when GR was also present. We performed further ChIP experiments using both GR and mCherry-MR(wild-type) or mCherry-MR-XDBD. Both MR and MR-XDBD appeared at the *Syt2* and *Ddc* binding sites after CORT induction but only MR(wild-type) binding was retained after CORT washout, confirming our prediction [Fig. 5(i) and 5(j)]. This further supports the idea that GR is tethering MR to DNA binding sites.

Tethering of MR-XDBD to GR could be via the classical dimerization interface, as a heterodimer, or by a different interface, and thus we created additional mutants to investigate how MR-XDBD and GR were interacting. Based on the rat GR A477T mutant with a disrupted D-loop dimerization interface, we made an equivalent Ala to Thr mutation (MR A640T) within the D-loop of MR that has a highly homologous DBD with identical sequence at this region. We observed augmented transcriptional response of the *Syt2* gene in the presence of both GR and MR even when MR was mutated in the D-loop dimerization interface (GR+MR-A640T/GR+MR-XDBD-A640T) (Fig. 6). A similar trend was observed at the *Ddc* gene. These results point to MR tethering by a novel form of MR–GR interaction, rather than heterodimerization.

**Figure 6.**
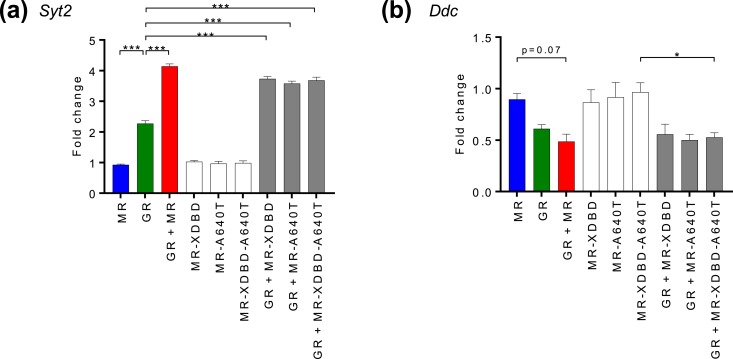
Effects of MR-A640T mutation on gene expression. (a and b) Graphs show (a) *Syt2* mRNA and (b) *Ddc* nascent RNA changes in N2A cells with expressed wild-type GR and MR/MR-XDBD/MR-A640T/MR-XDBD-A640T individually or combined. RT-qPCR data are shown from N2A cells treated with 100 nM CORT for 2 h after transient transfection for 24 h with MR/GR/MR+GR expression plasmids and cotransfection of *NR3C1*-3′UTR shRNA to minimize endogenous GR effects. Data are represented as mean fold changes relative to EGFP-transfected controls ± SEM (n ≥ 3). *P < 0.05; ***P < 0.001.

Taken together, the gene expression and ChIP data findings show a new mode of interaction for MR, namely that MR can be tethered by GR to the DNA in such a way that it can function to alter gene expression levels. It has been known that MR can bind directly to palindromic GR binding sites, but these data show that it is also possible for MR to bind indirectly to the same DNA sites by GR tethering. Thus, multiple modes of MR interaction are possible on the same genomic sequences.

## Discussion

We propose a new mode of action for MR in which it can alter transcription when tethered to the DNA by GR. This MR–GR interaction is consistent with previous findings such as the presence of MR and GR *in vivo* on the same ChIP fragments (39) and earlier data showing inhibition of GR activation (40) or cooperative gene activation (41) with reporter constructs. The latter parallels our own observations of augmented gene activation/repression on two endogenous genes, although we now demonstrate augmentation within the native chromatin context, which is considerably more restrictive to receptor access than reporter plasmid DNA (42).

The mode of MR–GR interaction appears to be via a novel form of MR–GR interaction, rather than heterodimerization, because MR A640T D-loop mutants were equally able to direct augmented gene expression changes. The equivalent amino acid to A640 has been described as a central mediator in the interaction of GR homodimers, and this residue supports the identical interface between MR and GR in the classical heterodimer model of interaction (40, 43). MR–GR interactions via interfaces other than the classical dimerization interface have been reported, including interaction between the N-terminal domain of MR with GR (44) and between MR and the ligand binding domain of GR, which was necessary for MR-mediated nuclear translocation of a translocation-deficient GR variant (45).

Importantly, we show that GR–MR interactions do occur in endogenous genomic contexts and that they have functional consequences on gene transcription, including increasing gene upregulation and downregulation. In this way, the tethered MR–GR interactions we identified can enhance the magnitude of the transcriptional response to glucocorticoids.

We show in neuroblastoma cells that CORT-activated MR is recruited to binding sites that frequently harbor GRE motifs (58%). This is in contrast to a study in kidney cells (46) where only 7.4% of MR binding sites were found to contain GRE-like motifs, leading to the suggestion that MR was likely to interact with chromatin via other transcription factors instead of directly binding to DNA sites. As different cell types and ligands (aldosterone vs CORT) were used in the two studies, the discrepancy may be due to cell type–specific variations in the chromatin landscape, as previously described (47–49), and/or ligand-specific differences in MR binding. It is also possible that overexpression of the MR protein may have resulted in increased MR binding at GRE-containing sites in our study. However, consistent with our findings for a high proportion of MR binding sites containing GRE motifs, an MR ChIP-seq study in rat hippocampus reported a high proportion of GRE motifs underlying MR binding loci (14).

GR DNA binding has been shown to be a highly dynamic process (50) with rapid exchange of GR at binding sites. *In vivo* GRs are ligand activated only during ultradian peaks of glucocorticoid secretion (7) and during the stress response. Therefore, genomic GR–MR interactions can only occur at these times, and we expect GR–MR augmented regulations to show pulsatile profiles in a similar way to GR alone (51). Within such a dynamic responsive system, enhanced transcriptional responses through GR–MR interactions provide increased sensitivity to CORT signaling as well as an increased magnitude of response. However, we do not yet know how widespread MR–GR tethering is, as we have only assessed this at selected sites and measured the outcome for expression of a few candidate glucocorticoid target genes.

MR and GR are strongly coexpressed in the hippocampus, and decreased MR levels or MR/GR ratios are implicated in stress and psychiatric diseases (52, 53). The tethering of MR to GR provides a new insight into how the signaling via these receptors could be restricted when MR levels diminish. It is now recognized that MR and GR coexpress in adipocytes, bone osteoblasts, monocytes and macrophages, and in cells of the kidney collecting duct (54). Although our present work was performed in a neuronal cell line, similar functional MR–GR interactions may additionally occur in other cell types. Access of glucocorticoids to MR is controlled by the balance of two related enzymes, 11*β*-hydroxysteroid dehydrogenase (11*β*-HSD) 1 and 11*β*-HSD2 (55). Glucocorticoid action through MR is physiologically normal for some cell types such as osteoblasts (56) and hippocampal neurons (57) where 11*β*-HSD1 is dominant and active glucocorticoids are locally regenerated from inactive metabolites. However, 11*β*-HSD1 dominance may also arise as a consequence of disease state (54) in cell types where 11*β*-HSD2 activity would normally dominate and ensure MR selectivity to aldosterone by destruction of active glucocorticoids. Thus, our finding of augmented GR-mediated responses as a consequence of MR tethering may be mechanistically relevant beyond the brain.

Specifically, we observed changes in the regulation of *Syt2*, a synaptotagmin Ca^2+^ sensor responsible for exocytosis, shown to be required for ensuring fast feed-forward inhibition at *γ*-aminobutyric acid–ergic junctions, at least in the cerebellum (58). Our results identify *Syt2* as a novel glucocorticoid-responsive gene and show MR–GR augmentation achieves increased expression of *Syt2*, and consequently tethered MR may be necessary for ensuring efficient inhibitory tone in some neural microcircuits.

We present a novel mode of action for MR that increases the magnitude and sensitivity of GR-modulated responses, at least for *Ddc* and *Syt2*. Further investigation is warranted to assess the genome-wide impact of tethered MR on gene expression changes, as this mechanism could prove to be highly important in understanding hypothalamic–pituitary–adrenal activity and regulation.

## Abbreviations:

11*β*-HSD: 11*β*-hydroxysteroid dehydrogenase
ChIP: chromatin immunoprecipitation
ChIP-exo: chromatin immunoprecipitation combined with *λ*-exonuclease digestion
ChIP-nexus: chromatin immunoprecipitation with nucleotide resolution using exonuclease digestion, unique barcode, and single ligation
ChIP-seq: chromatin immunoprecipitation sequencing
CORT: cortisol/corticosterone
GR: glucocorticoid receptor
GRE: glucocorticoid response element
MACE: model-based analysis of chromatin immunoprecipitation–exo
MR: mineralocorticoid receptor
N2A: Neuro 2A
P-box: proximal box
qPCR: quantitative PCR
RT: reverse transcription
shRNA: short hairpin RNA
UTR: untranslated region
XDBD: DNA-binding domain mutant

How the deposited data were processed for this re-analysis (not part of the article)

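The data are the processed ChIP-nexus files for N2A cells expressing EGFP-GR and mCherry-MR after vehicle, after CORT and after CORT with washout, together with the input chromatin of each treatment. The treatments and the species of the receptors, rat, were taken from the paper's methods. The description deposited with the data names mouse GR and mouse MR instead. The 9 samples are 2 receptors and an input for each of 3 treatments, with 3 replicates per condition and 1 list of each kind. There were 6 files of MACS2 peaks and 9 files of MACE border pairs.

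The authors trimmed the reads by quality, aligned them to GRCm38 (mm10) with Bowtie 2, removed PCR duplicates that carried the same random barcode and filtered on mapping quality. The authors then called peaks on the combined replicates with MACS2 at a false discovery rate of 0.05 with input as background, and border pairs with MACE. The deposited score of a peak is the whole part of 10 times its −log10 q, with 1 exception among the MR washout peaks where rounding differed. The deposited −log10 values are the −log10 p of each peak against input and its −log10 q, which stands under a heading for fold enrichment. The deposited p-value of a border pair is the one MACE gave, and the list of GR border pairs after CORT has none. Fold enrichment was to be the measure of peak strength, and −log10 p was used in its place. It grows with sequencing depth, so it was used to rank peaks within a list and to match peaks, and not as an amount of binding. Many peaks share the same −log10 p.

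Files of peaks and border pairs hold no read counts, so the depth of each sample is not known from them. The number of peaks in a list sets the width of the interval on each percentage. A list of 64 vehicle peaks gives wide intervals and a list of 14638 CORT peaks gives narrow ones. Depth also decides which weak peaks pass the threshold, and this is not part of the intervals. Because there is 1 list per condition, no spread between replicates can be given, and each test between lists compares libraries.

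Peaks overlapped when they shared at least 1 bp, as in the paper. Percentages have 95% Wilson intervals. Overlaps and gene positions were compared with 1000 placements in which a list was shifted along each chromosome by a random distance. This keeps the spacing of the peaks, so for genes with more than 1 peak each peak in or near a gene was also placed on its own at a random position in or near genes of its chromosome, in 1000 placements. Genes were those of GENCODE M21, and a peak belonged to a gene when it lay in it or within 5 kb of it. Sequence was read from GRCm38 with samtools 1.23.1 and pysam 0.24.0, on chromosomes 1 to 19, X and Y. The de novo search with HOMER was not repeated, and motifs were counted by consensus within 100 bp of each summit, so the percentages depend on the mismatches allowed. The HSF1 motif and the distinction between GATA3 and GATA4 were not analysed here. Computations used Python 3.11.15 with numpy 2.4.6, pandas 2.3.3 and scipy 1.17.1, and figures were drawn with matplotlib 3.10.9.

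Counts of peaks in lists, between groups of sites and against flanking windows were compared with two-sided Fisher's exact tests. The 20 comparisons of motifs between groups of sites, the 10 comparisons with flanking windows and the 6 comparisons of border pairs with input were each adjusted by the method of Benjamini and Hochberg, with a threshold of 0.05. Median offsets and relative distances of border pairs have bootstrap intervals from 10000 resamples, and median sizes have exact binomial intervals. Permutation tests used 100000 permutations, and relative distances of midpoints were set against 0.5 with two-sided exact sign tests. The alternatives changed the threshold on −log10 q, the overlap, the number and strength of peaks, the distance to a gene, the gene set, the motif and its window, and the border pairs used. The genes named are those the paper names for ChIP-nexus binding or measures by qPCR (Fkbp5, Syt2, Ddc, Sgk1 and Dusp4), with their peaks in the gene or within 5 kb, and the genes at the 3 strongest peaks of each receptor after CORT among those that overlapped a peak of the other receptor.

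The methods were tested on simulated data with known answers. Among 5000 simulated peaks, 100% of the 2015 planted overlaps were found, and 0.0335% of the 2985 peaks without a planted overlap were called overlapping. All GREs planted with at most 3 mismatches (1137) were found and none of the 863 with more was called. The windows around them held only C, where no GRE can arise by chance, so this does not measure matches by chance in genomic sequence. A planted median offset of 7 bp was recovered, and 93% of 200 bootstrap intervals meant to hold the true median 95% of the time did so. With no true difference, matching on −log10 p left 7.5% of 200 simulations past the threshold of 0.05 where 5% are meant to pass, and a planted odds ratio of 3 was recovered as 3.01. In the simulations with an odds ratio of 3, overlap did not depend on −log10 p. They therefore do not test whether matching recovers a true difference when strength also matters, as it does in the data.

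Peaks called on single replicates, the qPCR experiments and the individual reads were not analysed here.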

Additional observations from a re-analysis of the deposited data (not part of the article)

Results flagged for a closer look

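The tests of a loss of enrichment in the GR washout library, of reads from the transfected plasmids and of hormone-dependent binding in the receptor genes were chosen only after the result was seen.

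The odds that a CORT peak was overlapped by a washout peak of the same receptor were 15.0 times as high for MR as for GR, a difference between the lists of the receptors. Stronger MR peaks are a candidate technical explanation, but in sets matched in bands of −log10 p the odds ratio was still 13.1. Different sites in the lists are another, but at sites with a peak of both receptors, those that kept only MR were 103 times as many as those that kept only GR. Different thresholds could also play a part, but with all 4 lists held to the same −log10 p the odds ratio was 15.1. None of these tests accounts for the difference. A general loss of enrichment in the GR washout library could also shorten that list. Of the GR vehicle peaks, 90.6% were still found after washout, but most of those overlapped input border pairs and need not follow the quality of the immunoprecipitation, so this test does not settle the matter. From these lists alone, the difference therefore cannot be told apart from a poorer GR washout library. The paper has separate evidence from ChIP-qPCR at Syt2 and Ddc with GR coexpressed. There wild-type MR was kept after washout, while MR-XDBD, which the paper reads as held on DNA by GR, was not. That assay precipitated MR and covered those sites only. Under the hypothesis that the difference is biological, MR may stay on chromatin longer than GR after CORT is withdrawn, which the paper relates to ligand affinity.

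The paper reports border pairs only after CORT, and the other lists also held pairs in MACS2 peaks of the same condition more often than the input did. The share was 10.4% for GR after vehicle against 1.07% of input pairs, 3.83% for MR after vehicle against 0.583%, 14.1% for GR after washout against 1.43% and 31.3% for MR after washout against 1.38%. The adjusted p of the two-sided Fisher's exact tests was 1.05e-33, 7.67e-18, 2.59e-41 and 1.47e-271 in that order. A technical explanation is that such pairs mark regions with many reads in every library. For MR after washout, pairs outside input pairs still had a GRE more often than windows 1000 bp away (37.1% against 16.6%, odds ratio 2.97, p = 5.75e-37, Fisher's exact test), so that explanation does not account for them, and receptor binding remains a hypothesis for these pairs. This GRE test was not run for the other lists. The vehicle peaks themselves overlapped input border pairs far more often than CORT peaks did, with an odds ratio of 529 for GR (p = 2.21e-90, Fisher's exact test) and 138 for MR (p = 4.84e-51). The number of such peaks was 51 after vehicle and 78 after CORT for GR, and 33 and 87 for MR. Input regions do not grow with a peak list, so these odds ratios depend on the length of the lists. The shares themselves were 79.7% of GR and 45.2% of MR vehicle peaks. By these shares, many vehicle peaks and the border pairs in them may mark regions with many reads in every library.

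Input border pairs, which the paper does not report, lay in the coding exons of the receptor genes, 25 in Nr3c1 and 47 in Nr3c2 over the 3 input lists. MACS2 peaks did so too. Every peak in these genes, in all 6 lists, overlapped a coding exon, although coding sequence makes up 2.19% of Nr3c1 and 0.854% of Nr3c2. Of the 10 strongest peaks, 9 lay there for GR after CORT and after washout, 5 for GR after vehicle, 3 for MR after vehicle and 1 for MR after CORT and after washout. One explanation is reads from the transfected receptor plasmids, which carry coding sequence without introns. Of the 73 input border pairs in these genes, 98.6% lay in coding exons (larger p of the 2 genes 3.07e-42, one-sided exact binomial test against the coding share of the gene), as that explanation predicts, since input had no immunoprecipitation. These are the same pairs that prompted the explanation, so this is not an independent test of it. The test also took the pairs of the 3 input lists as separate trials, although they fall in the same short exons, so its p overstates the evidence. Another explanation is hormone-dependent binding. Already after vehicle 17 GR and 19 MR peaks lay in these exons, and binding added by CORT does not account for those. From vehicle to CORT the number rose 1.12 times for GR and 1.58 times for MR, and the odds that a peak lay there were 0.00496 times as high after CORT as after vehicle (p = 1.32e-29, two-sided Fisher's exact test; 0.00584 for MR, p = 2.17e-32), but the exons are too short to gain peaks as the whole list does, so this test does not settle whether the receptors also bound there. Plasmid reads remain as a candidate explanation, and the peaks that appeared with CORT cannot be told apart from binding added by CORT. Rat and mouse sequence were not compared, and the paper and the deposited description name different species for the receptors.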

How the results depend on the processing

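The tests with all 4 lists held to the same −log10 p, with MR peaks counted in the overlap, with RefSeq genes and without the coding exons of Nr3c1 and Nr3c2 were chosen only after results were seen. All other alternatives were set before the data were examined. No paired analysis was possible because the replicates were combined before peaks were called, and for the same reason no fit left out a replicate. Fold enrichment is not given for the peaks, so matching used −log10 p. Reducing the lists to equal length was applied to the CORT lists only in the comparison of retention, since reducing the washout lists as well would have fixed its outcome, a reading settled after the lists were seen.

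There were 291 alternative values, 266 from the alternatives set in advance and 25 from those added. Among the values that answer a comparison, 164 kept their direction and side of the threshold or stayed within their limits, 39 moved, 6 passed the threshold and 4 reversed. Of the others, 54 stayed, 14 moved, 5 no longer passed the threshold, 3 newly passed it and 2 reversed. The odds ratio of retention, MR against GR, stayed between 12.5 and 20.3 under its 12 alternatives and kept its direction and its side of the threshold in each. The GRE was more frequent at peaks than in flanking windows under all 6 alternatives for each receptor, with odds ratios from 2.45 to 6.41 for GR and from 2.67 to 7.09 for MR, although the percentage of peaks with a GRE ranged from 10.5% to 79.0% for GR and from 11.5% to 82.1% for MR. The counts include the median offset of MR from GR border pairs with the MR midpoint as the reference (0.5 bp), which only changes the sign of the main value.

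With a −log10 q of at least 5 there were 4824 GR and 7820 MR peaks after CORT and 127 and 2469 after washout. They reached 3248, 4448, 92 and 1750 genes in the same order, of which 27.6% for GR and 34.9% for MR had more than 1 peak after CORT. The MR washout list was then 31.6% as long as the CORT list, 77.5% of MR washout peaks overlapped MR CORT peaks, and 64.9% of GR CORT peaks overlapped MR CORT peaks. Without peaks that overlapped a vehicle peak, the GR washout list was 1.76% as long as the CORT list.

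The overlap of MR washout with MR CORT peaks was 65.5% with 50% of the peak covered, 59.6% with summits within 50 bp and 51.2% with lists of equal length. The overlap of GR with MR CORT peaks was 35.8%, 45.5% and 52.3% in the same order, and 65.7% with MR peaks counted. The cause of these shifts was not tested.

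The intergenic percentage was 30.1% for GR and 30.6% for MR with 1 kb from a gene, 15.9% and 16.4% with 10 kb, 32.0% and 32.6% with protein-coding genes, and 19.5% and 20.3% with RefSeq genes. Genes with more than 1 MR peak made up 44.5% with 10 kb, and with protein-coding genes the shares were 40.8% for GR and 46.6% for MR. With RefSeq genes, 9 genes had a GR and 14 an MR peak after vehicle.

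For motifs, 44 of 48 alternative values for the 12 comparisons the paper makes kept their direction. The odds ratio of GATA motifs at GR sites with against without a GRE reversed with the looser consensus (1.04), 200 bp to each side (1.07) and repeats left out (1.05), and at MR sites with 200 bp (1.03). With the looser consensus, Phox2a motifs reversed at GR (1.03) and MR sites (1.05) with against without a GRE. The comparison of MR-only with overlapping sites passed the threshold for GATA with the looser consensus (1.09) and with summits within 50 bp (1.15), for NF-1 with the looser consensus (0.909) and 200 bp (0.905), and for Phox2a with the looser consensus (1.25). GATA at MR sites with against without a GRE passed it with at most 2 mismatches (0.763). The cause was not tested.

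Keeping border pairs in a MACS2 peak left 34 GR and 1719 MR pairs. Leaving out pairs that overlapped input left 49 GR pairs, and 75.5% of GR and 67.4% of MR pairs were then of 10 to 60 bp. Their median size was 31 bp for GR, below the 38 bp for MR, although with all pairs it was above. The cause was not tested. The 64 and 73 vehicle peaks and the 139 GR border pairs limit what can be said of their percentages. The depth of each library, for which the paper's text gives only ranges, limits every count of peaks.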

Differences from the paper's values

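The count of MR peaks over the number of GR peaks was chosen only after the result was seen, and no other test behind these comparisons was. Motif percentages were counted here by consensus, and the paper's come from HOMER.

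A GRE was found at 37.7% of GR CORT peaks against the paper's 58%. Among the alternatives set before the data were examined, at most 4 mismatches (79.0%), 200 bp to each side (48.7%) and a −log10 q of at least 5 (42.6%) came within 1.5 times of the paper's value, and at most 2 mismatches (10.5%), 50 bp to each side (25.8%) and repeats left out (34.0%) did not. At MR CORT peaks a GRE was found in 39.9% against the paper's 58%, a gap of less than 1.5 times.

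GATA motifs were found at 11.3% of GR sites with a GRE against the paper's 47%, 11.8% of MR sites with a GRE against the paper's 50%, 11.5% of GR sites without against the paper's 51%, and 13.0% of MR sites without against the paper's 53%. None of the alternatives set before the data were examined closed these gaps, and the closest, the looser consensus, gave 29.1%, 29.9%, 28.3% and 31.3%.

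In MR-only, GR-only and overlapping sites, GATA motifs were found at 12.7%, 10.5% and 12.1% against the paper's 31.3%, 28.1% and 28.7%. The looser consensus (31.2%, 27.5% and 29.4%) and 200 bp to each side (24.1%, 20.6% and 23.1%), both set before the data were examined, came within 1.5 times of the paper's values, and leaving out repeats or joining sites by their summits did not.

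AP-1 motifs were found at 8.20% of GR-only, 9.08% of overlapping and 6.64% of MR-only sites against the paper's 18.5%, 19.2% and 16.3%. Phox2a motifs were found at 3.83% of MR-only, 2.86% of GR-only and 3.58% of overlapping sites against the paper's 10.3%, 7.9% and 8.9%. For both motifs, 200 bp to each side came within 1.5 times (AP-1 13.6%, 14.9% and 11.6%, Phox2a 7.61%, 5.72% and 7.42%), and the looser consensus, repeats left out and sites joined by summits, all set before the data were examined, did not.

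After CORT, 139 GR border pairs were listed against the paper's 1184, and 34, 49 or 139 remained under the alternatives set before the data were examined, none of which closed the gap. GR border pairs reached 55 genes against the paper's 346, and 21, 37 or 55 genes under those alternatives, none of which closed the gap. MR border pairs reached 1846 genes against the paper's 1225. Keeping border pairs in a MACS2 peak gave 1228 genes and leaving out pairs that overlapped input gave 1805, both within 1.5 times, and merging overlapping pairs gave 1846, which was not. All were set before the data were examined.

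The overlap of GR with MR CORT peaks was 61.0% against the paper's 66%. Counting the MR peaks that overlapped a GR peak over the number of GR peaks gave 65.7%, a count chosen after seeing the values, and a −log10 q of at least 5, set before the data were examined, gave 64.9%. MR washout peaks overlapped MR CORT peaks at 75.7% against the paper's 77%, and at 77.5% with a −log10 q of at least 5.

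The following values also differed, by less than 1.5 times. Genes with a peak numbered 6711 for MR and 5717 for GR after CORT against the paper's 10046 and 7312, 2996 and 199 after washout against the paper's 3253 and 145, and 22 for MR after vehicle against the paper's 30. With 10 kb from a gene there were 8574 and 7285 genes after CORT, 3854 and 252 after washout and 33 for MR after vehicle, and for GR after washout there were 148 with protein-coding genes and 150 with 1 kb. Intergenic peaks made up 22.5% for MR and 22.0% for GR after CORT against the paper's 28% and 27%, and 30.6% and 30.1% with 1 kb from a gene. Genes with more than 1 peak made up 43.2% for MR and 37.4% for GR against the paper's 37% and 32%, and 34.9% and 27.6% with a −log10 q of at least 5. These alternatives were set before the data were examined. AP-1 motifs were found at 7.85% and 9.26% of GR sites with and without a GRE, against the paper's 11% and 12.6%. At MR sites with and without a GRE they were found at 6.75% and 8.51%, against the paper's 9.3% and 11.5%. NF-1 motifs were found at 9.77% of GR-only, 8.98% of overlapping and 8.46% of MR-only sites, against the paper's 12.6%, 12.6% and 9.21%.

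The paper gives a range of 10 to 60 bp for the sizes of border pairs and larger regions for GR. Here 68.3% of GR and 69.9% of MR pairs were of 10 to 60 bp, and at least 80 bp was found for 12.9% of GR and 11.5% of MR pairs (odds ratio 1.14, p = 0.589, two-sided Fisher's exact test). The GR shares rest on 139 pairs where the paper gives 1184, so they cannot decide whether the paper's list held more large GR regions. The paper states that the GRE alone was clearly localized at the summit. Here the AP-1 rate within 20 bp of the summit was also 2.20 times that of windows 1000 bp away for GR and 1.67 times for MR, and between 100 and 200 bp from the summit it was 1.55 and 1.50 times. The paper places MR-only sites above overlapping sites for GATA and Phox2a motifs and below them for NF-1. The odds ratios here had these directions but did not pass the threshold in two-sided Fisher's exact tests (1.06, adjusted p = 0.285, for GATA, 1.07, adjusted p = 0.471, for Phox2a and 0.936, adjusted p = 0.318, for NF-1).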

Other observations

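The tests of chromosome density, of peaks placed on their own in genes and of the relative distance of midpoints were chosen only after the result was seen.

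GR border pairs after CORT overlapped input border pairs more often than MR border pairs did. Unplaced scaffolds are a candidate explanation, but on chromosomes 1 to 19, X and Y the shares were 55.7% and 8.86% (odds ratio 12.9, p = 1.01e-24, two-sided Fisher's exact test). A different explanation is that most pairs in the GR list mark regions with many reads in every library. The odds of a GRE at GR pairs relative to input pairs were 0.944 (p = 1, two-sided Fisher's exact test), as this predicts, and the 79 GR pairs tested had a GRE in 13.9% of cases with an interval from 7.96% to 23.2%. Among the 35 GR pairs outside input pairs, 28.6% had a GRE against 12.9% of flanking windows, which was not detectable as a difference (p = 0.0618, Fisher's exact test). No biological explanation was tested.

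The midpoints of GR and MR border pairs lay close together where the pairs overlapped. Input border pairs that overlapped GR pairs lay at a median of 10 bp from the GR midpoint and MR pairs at 6.25 bp (p = 0.210, two-sided permutation test). Pairs that overlap always lie near the midpoint and input pairs are longer, so this test does not settle whether regions with many reads in every library place the border pairs. The distance was also taken relative to the largest at which 2 pairs still overlap, for which overlaps at random give a median near 0.5. The median from GR was 0.169 for MR (p = 4.82e-09, exact sign test) and 0.187 for input pairs (p = 1.07e-09, exact sign test). In the 22 overlaps of GR and MR pairs outside input pairs it was 0.317 (0.104 to 0.439, p = 0.0169, exact sign test). Input pairs, which carry no immunoprecipitated receptor, passed the same test, so it does not settle the matter either. In these lists the shared midpoints cannot be told apart from an effect of regions with many reads in every library. The GR list held 139 pairs where the paper gives 1184, so this does not extend to the paper's own comparison. No biological explanation was tested.

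GR CORT peaks without an MR CORT peak were weaker, with a median −log10 p of 7.57 against 9.99 for those with one. The odds of an overlapping MR peak were 23.2 times as high in the strongest of 5 groups of GR peaks by −log10 p as in the weakest, with p below the smallest number the software returns (two-sided Fisher's exact test). This is the same relation of strength and overlap, so it does not settle whether the threshold brings it about. Many peaks listed for GR only may be peaks near the calling threshold, and the number of sites specific to GR cannot be told apart from the effect of that threshold.

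Of the MR washout peaks on chromosomes 1 to 19, X and Y, 1184 lay outside MR CORT peaks. If they were calls on background, a GRE would be as frequent as in flanking windows. A GRE was found in 39.7% of them and in 14.7% of windows 1000 bp away (odds ratio 3.81, p = 1.69e-59, two-sided Fisher's exact test), so background calls do not account for them as a group. Their share was lower than the 47.4% of the washout peaks inside MR CORT peaks (odds ratio 0.730, p = 3.60e-06, Fisher's exact test), and 330 of them (27.9%) overlapped a GR CORT peak. One hypothesis is that they are MR sites that were near the threshold after CORT. Depth, which could decide that, is not in the files.

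MR CORT peaks with a GRE were overlapped by a washout peak in 29.9% of cases and those without in 21.0% (odds ratio 1.60, p = 2.93e-33, two-sided Fisher's exact test). Stronger peaks with a GRE are a technical explanation. In sets of 5808 peaks each, matched in bands of −log10 p, the shares were 29.9% and 23.9% (odds ratio 1.35, p = 5.83e-13, Fisher's exact test), so strength does not account for all of the difference. The median −log10 p was 9.17 with and without a GRE, before and after matching, and the strengths differed among the strongest peaks, with a 90th percentile of 18.0 against 16.4 before and 17.8 after matching. Other technical explanations were not tested. A direct contact of MR with a GRE may go with longer retention, as a hypothesis.

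The share of genes with more than 1 MR CORT peak lay -0.798 percentage points from the median of randomly shifted lists, within their range, but shifting keeps the spacing of the peaks, so this test does not settle whether the length of genes and the number of peaks account for the share. When each peak in or near a gene was instead placed on its own at a random position in or near genes of its chromosome, in 1000 placements, the observed MR share was 18.6 percentage points above the median and above the highest value of 25.9%, and the GR share was 16.1 percentage points above the median and above the highest value of 22.7%. The length of genes and the number of peaks in them therefore do not account for the share without the spacing of the peaks. Read density and copy number were not tested as explanations of the spacing, and no biological explanation was tested.

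CORT peaks were denser on some chromosomes than on others, and the density followed that of the input border pairs. Across the 21 chromosomes Pearson's r was 0.749 for GR and 0.738 for MR (permutation p = 2e-05 for each), and Spearman's rho was 0.697 (permutation p = 0.00062) and 0.677 (permutation p = 0.0011), each with an adjusted p of 0.00330 over 6 relations. Without chromosomes 8 and 13, the farthest from the median of input density, r was 0.759 and 0.752 and rho was 0.681 and 0.667 (adjusted permutation p = 0.00342 and 0.00376). On chromosomes 1 to 19 alone rho was lower, 0.591 and 0.563 (adjusted permutation p = 0.0102 and 0.0139), while r was 0.763 for each receptor. Copy number in the cell line or read density could explain this pattern, and so could gene density, which was not tested. Chromosomes are not independent samples of a condition, and no biological explanation was tested.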
